A study of Saccharomyces cerevisiae with 8 samples. Its data were reported in "Intron-mediated induction of phenotypic heterogeneity" (2022).

How the data were processed

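Ribodepleted total RNA of *Saccharomyces cerevisiae* strain BY4741 was sequenced in 8 libraries. Per the labels, 7 cultures lay along a growth isobole, a series of conditions in which LiCl and cycloheximide were mixed at changing ratios so that growth was inhibited by 50% throughout, and 1 culture grew in rich medium without drug. Point 1 of the isobole was cycloheximide only, points 2 to 6 were mixtures, and point 7 was LiCl only. Concentrations were not used here, so the point number served as an ordered position on the gradient. Each condition was represented by 1 library. There were therefore no replicates, and a difference between 2 single libraries has no replicate check.

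The values are raw read counts per feature. Per the file headers, the authors counted 50-base single-end reads with featureCounts 1.6.2 over 3 kinds of feature: coding sequences (CDS), introns, and introns in 5′ untranslated regions (UTRs). Reads had been aligned by the authors to genome build R64. Multi-mapping reads were counted at every location, reads overlapping several features were counted for each of them, and no strand setting was given, so the deposited counts of near-identical paralogs, of overlapping genes and of antisense genes are uncertain. The several CDS introns of 1 gene are joined into a single feature. The deposited counts carry no normalisation.

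The CDS counts covered 6697 genes. Of these, 6014 were found in the annotation of build R64, and 6009 had identical coordinates there. Coordinates are those of the deposited counts. The intron counts covered 347 features, of which 12 were mitochondrial, 60 lay in tRNA genes and 2 in U3 RNA genes. Mitochondrial features had 0 counts in all libraries and were left out, and the introns of RNA genes were kept apart from the comparisons. Together, 273 CDS-intron features and 24 5′ UTR introns had a CDS count for the same gene. Introns of cytoplasmic ribosomal protein (RP) genes were recognised by gene symbol.

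Intron retention was computed as intron counts per base of intron over CDS counts per base of CDS, with a pseudocount of 0.5 on both counts, and compared on the log2 scale. The ratio needs no scaling for library size. Introns with a mean of at least 5 intron counts and 20 CDS counts per library were kept, which left 255 introns: 231 CDS introns and 24 5′ UTR introns, or 102 RP introns and 153 other introns. Standard errors (SE) of single changes come from the counts of the libraries compared. Intervals of medians are the central 95% of 500 Poisson resamples of the counts, and intervals of shares are 95% Wilson intervals. All these errors and intervals cover counting error only.

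Intron and CDS counts of 2 libraries were compared by a two-sided Fisher's exact test per intron, with Benjamini-Hochberg adjustment over the 255 introns and a threshold of 0.05. This test compares libraries, not conditions. The excess change of RP introns was the median of RP introns minus the median of the others. It was placed among 10000 random intron lists of the same size matched in 5 bins of mean CDS counts. The lists were drawn from all introns, RP introns included. Trends of the per-library median along the isobole were tested by Pearson's r and Spearman's rho with two-sided exact permutation over all orders of the 7 libraries. Trends of single introns used the quasi-likelihood test of edgeR 4.0.16 on intron and CDS counts, with a term for each library and an interaction of the intron term with the isobole point. Trends of CDS levels used the same edgeR test on CDS counts with TMM (trimmed mean of M values) scaling and the filterByExpr filter. CDS levels, and intron counts where given alone, are stated as CPM, counts per 1000000 CDS counts of the library after TMM scaling. Other tools were R 4.3.3, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, with seed 1 for the random draws.

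The tests were checked on simulated data. Slopes were simulated as exactly linear, at 0.25 per isobole point up or down on the log2 scale. The scatter between libraries was assumed and not taken from these data. For Fisher's test and the RP excess, only counting error was simulated. These checks thus do not show how often the tests err in the real libraries. The edgeR test of CDS slopes recovered 200 of 200 changed genes among 6500 genes, with 8 false calls. The edgeR test of intron slopes recovered 46 of 60 changed introns among 255, with 0 false calls. Fisher's test recovered 47 of 60 introns simulated with 4-fold changes among 255, with 3 false calls. A simulated RP excess of 1 on the log2 scale was returned as 1.00 over 255 introns.

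The grouping, the comparisons, the tests, the processing alternatives and the rule for named genes were chosen before the data were examined. By that rule, the text names RPS22B, RPS22A, RPS9A and RPS9B. It further names the 5 introns with the largest rise and the 3 with the largest fall in LiCl only against no drug that had an adjusted Fisher p under 0.05 and the same direction at points 5 and 6, except that 1 of the 5 is not reported here. Along the isobole it names the 3 introns with the smallest edgeR p in each direction. It also names the 5 genes whose CDS level rose and the 5 whose CDS level fell most steeply, among those with an adjusted edgeR p under 0.05 and a mean of at least 100 counts per library. The alternatives were other pseudocounts, no filter and a stricter filter on low counts, subsets of introns, pooled counts, other scalings, DESeq2 and limma in place of edgeR, and leaving out each isobole library in turn. Pooled counts without introns that contain an RNA gene were added after seeing the data. Reads across exon-intron junctions were not analysed here.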

Results

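Intron retention was measured in 7 cultures along an antiparallel concentration gradient of cycloheximide, which blocks translation at the ribosome, and LiCl, a source of cationic and osmotic stress, and in 1 culture without drug. The gradient was designed to hold growth inhibition at 50%, so that the drug mixture changes while the growth rate stays similar. Growth rates were not examined here. The libraries had 23522386 CDS counts for cycloheximide only, 13693401, 17673770, 15283415, 16906936 and 14588508 for points 2 to 6, 28042336 for LiCl only and 15297969 for no drug. Between 6616 and 6654 genes had CDS counts in each library. The 10 genes with most counts took between 12.7% and 15.1% of the CDS counts. The labels give no sequencing batch, so no comparison within batches was made.

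Among the counts of intron-containing genes, leaving out introns that contain an RNA gene, 1.82% fell in introns in the library without drug (95% Wilson interval 1.79% to 1.85%). The share was 1.25% in cycloheximide only (1.23% to 1.26%). It was 1.59%, 1.55%, 1.95%, 2.43% and 3.82% at points 2 to 6. In LiCl only it was 5.67% (5.64% to 5.71%).

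The comparison of LiCl only with no drug addresses which introns are retained under LiCl stress. The median log2 change in intron retention over the 255 introns was 1.66 (95% counting interval 1.62 to 1.88), a 3.15-fold rise. Retention was higher in 235 of the 255 introns (92.2%) and lower in 20. The median counting SE of a single intron was 0.30. By Fisher's exact test, 177 introns differed between these 2 libraries at an adjusted p under 0.05, 172 of them higher and 5 lower in LiCl only, and 161 of the 172 rose at least 2-fold. The 5 lower introns were those of NOG2, EFB1, HAC1, ASC1 and RPL7A, of which RPL7A is named here after its values were seen. Of the alternatives tried, pooling the counts of all introns moved the median change most, to 0.35.

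RP introns rose more than the others. Their median retention was 0.00713 without drug and 0.0546 in LiCl only. The median log2 change was 2.77 (2.69 to 2.88) for the 102 RP introns, a 6.82-fold rise, and 0.96 (0.85 to 1.11) for the 153 other introns, a 1.95-fold rise. Retention was higher in 101 of the 102 RP introns and in 134 of the 153 others. The exception among RP introns was that of RPL7A, which contains the RNA gene SNR39 and fell by 0.12. The excess of RP introns over other introns was 1.81 (1.66 to 1.96). All 10000 random lists matched on mean CDS counts had a smaller excess, with 95% of the lists between 1.31 and 1.58. This matching is incomplete, because the lists were drawn from RP introns too and only 4 other introns fall in the bin of highest CDS counts. The lists thus consist in large part of RP introns and do not show the excess that CDS level alone would give. Among lists matched on retention in the no drug library the excess was at percentile 96.5, and there 0 other introns fell in the bin of lowest retention. Of these lists 95% lay between 1.69 and 1.81, close to the excess itself, so this percentile cannot separate RP introns from low starting retention.

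Cycloheximide only was compared with no drug to show what growth inhibition by another drug does. The median log2 change was -0.17 (-0.25 to -0.09), with 93 introns higher and 162 lower. By Fisher's exact test, 53 introns differed between these 2 libraries, 16 higher and 37 lower. The median change was -0.36 (-0.49 to -0.31) for RP introns and -0.02 (-0.06 to 0.14) for other introns, the latter not distinguishable from 0 at this depth. The RP excess was -0.35 (-0.56 to -0.28), below all 10000 lists matched on mean CDS counts. These lists, too, consist in large part of RP introns.

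The ends of the isobole, with growth inhibition matched by design, were compared with each other. The median log2 change from cycloheximide only to LiCl only was 1.62 (1.59 to 1.82). It was 3.18 (3.09 to 3.24) for RP introns, a 9.09-fold difference, and 0.88 (0.81 to 1.03) for other introns. By Fisher's exact test, 186 introns differed between these libraries, 181 of them higher in LiCl only.

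**Figure D1:**
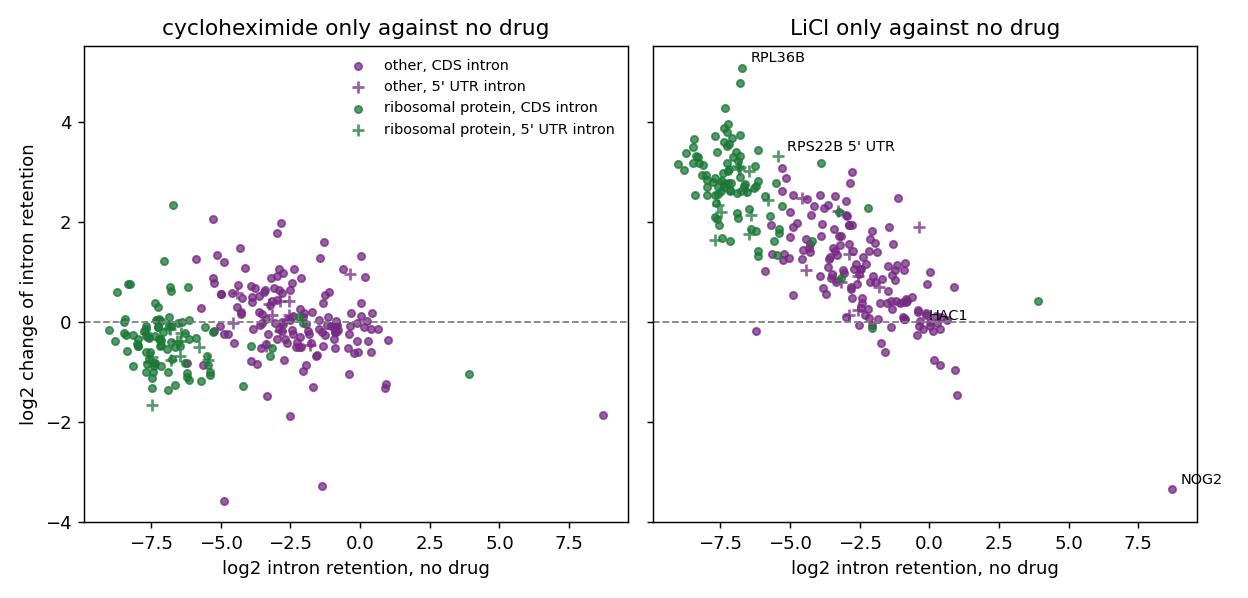
Log2 change in intron retention against no drug (vertical axis) plotted against log2 retention without drug (horizontal axis) for 255 introns, with cycloheximide only in the left panel and LiCl only in the right panel. Circles are CDS introns and plus signs 5′ UTR introns, RP introns are green and other introns purple, and in LiCl only 101 of the 102 RP introns lie above 0.

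Retention followed the isobole. The median log2 retention of all introns rose with the isobole point (Pearson's r = 0.941, exact permutation p = 0.00159, adjusted p = 0.00476; Spearman's rho = 0.893, exact permutation p = 0.0123, adjusted p = 0.0148). The family comprised 6 tests, r and rho for 3 sets of introns, and the smallest p that 7 libraries can give is 0.000397. For RP introns r was 0.956 (exact permutation p = 0.00119, adjusted p = 0.00476) and rho 0.964 (exact permutation p = 0.00278, adjusted p = 0.00556). For other introns r was 0.893 (exact permutation p = 0.00714, adjusted p = 0.0107) and rho 0.857 (exact permutation p = 0.0238, adjusted p = 0.0238). Without points 1 and 7, r over the 5 mixtures was 0.981 for all introns (exact permutation p = 0.0167, the smallest that 5 libraries can give), 0.903 for RP introns (exact permutation p = 0.05) and 0.919 for other introns (exact permutation p = 0.0333). Relative to no drug, the median change of RP introns at points 1 to 7 was -0.36, 0.38, 0.21, 0.60, 1.00, 1.91 and 2.77. That of other introns was -0.02, -0.04, -0.05, 0.17, 0.47, 0.52 and 0.96.

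**Figure D2:**
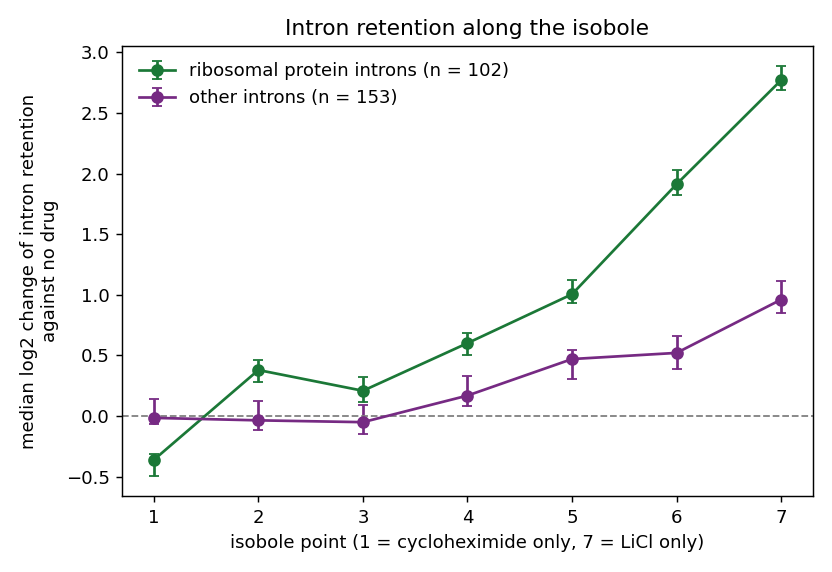
Median log2 change in intron retention against no drug (vertical axis) by isobole point (horizontal axis, from cycloheximide only at 1 to LiCl only at 7), for 102 RP introns and 153 other introns. Bars are 95% intervals from Poisson resampling of the counts, the dashed line marks no drug, and the medians reach 2.77 and 0.96 in LiCl only.

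Intron by intron, edgeR found 164 of the 255 introns with a trend along the isobole at an adjusted p under 0.05, all 164 rising. At an unadjusted p under 0.05 there were 171 rising and 2 falling introns, and some alternatives called up to 3 falling introns at an adjusted p under 0.05. The rising introns included 101 of 102 RP introns, 63 of 153 other introns and 19 of the 24 5′ UTR introns. The RP intron without a trend was that of RPL7A. The median slope was 0.48 per isobole point on the log2 scale for RP introns and 0.15 for other introns. Leaving out the LiCl only library moved this count most, to 121.

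Among the introns with the largest rise in LiCl only against no drug were 4 of RP genes. That of RPL36B (YPL249C-A, chromosome XVI, 75986 to 76223) rose by 5.09 (SE 0.28) on the log2 scale, from 27 intron and 3683 CDS counts to 1358 and 5325. It was also higher in cycloheximide only, by 2.35 (SE 0.29). The intron of RPS0B (YLR048W, chromosome XII, 242322 to 242680) rose by 4.79 (SE 0.25). That of RPL30 (YGL030W, chromosome VII, 439094 to 439323) rose by 4.28 (SE 0.25), and that of RPS7A (YOR096W, chromosome XV, 505938 to 506338) by 3.96 (SE 0.22). In cycloheximide only the changes were 0.70 (SE 0.27) for RPS0B, 0.05 (SE 0.28) for RPL30 and -0.34 (SE 0.26) for RPS7A. In Fisher's exact test of LiCl only against no drug, the adjusted p of these 4 introns ranged from 9.74e-266 for RPS0B to 5.08e-162 for RPL30.

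Under the rule for named genes, which asks for the same direction at points 5 and 6, the 3 largest falls were outside RP genes. The introns of ASC1 and RPL7A fell by 0.76 and 0.12 in LiCl only but were higher than without drug at point 5, by 0.76 and 0.20. The intron of NOG2 (YNR053C, chromosome XIV, 721771 to 722302), which contains the RNA gene SNR191, fell by 3.35 (SE 0.12). Its CPM changed by -0.01 on the log2 scale, while the CDS counts of NOG2 went from 148 without drug to 3405 in LiCl only. The intron of EFB1 (YAL003W, chromosome I, 142254 to 142619), which contains SNR18, fell by 1.46 (SE 0.03). The HAC1 intron (YFL031W, chromosome VI, 75840 to 76091) fell by 0.07 (SE 0.03), with an adjusted p of 0.0105 in Fisher's exact test.

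Along the isobole, the smallest edgeR p among rising introns were those of RPS11A, RPS22B and RPS7A. The slope was 0.60 per point for the RPS11A intron (YDR025W, chromosome IV, 491560 to 491898), 0.68 for the 5′ UTR intron of RPS22B and 0.69 for the RPS7A intron, each with an adjusted edgeR p of 6.66e-06. Among falling introns, those with the smallest p did not pass the threshold. The slope was -0.19 for ASC1 (YMR116C, chromosome XIII, 499879 to 500151, edgeR adjusted p = 0.0559), whose intron contains SNR24. It was -0.17 for NOG2 (edgeR adjusted p = 0.0644) and -0.18 for PCH2 (YBR186W, chromosome II, 602104 to 602216, edgeR adjusted p = 0.0924), whose intron had 9 counts in LiCl only and 2 without drug.

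RPS22B (YLR367W) has an intron in its 5′ UTR (chromosome XII, 855878 to 856434) and another in its CDS (856575 to 857057). Retention of the 5′ UTR intron was 0.0231 without drug, 0.0136 in cycloheximide only and 0.230 in LiCl only. These values rest on 52 intron and 1605 CDS counts without drug, 110 and 5740 in cycloheximide only, and 378 and 1161 in LiCl only. The log2 change in LiCl only was 3.32 (SE 0.22, Fisher's exact test p = 5.56e-77, comparing the 2 libraries). Relative to no drug the change was -0.76 at point 1 and 0.58, 0.32, 0.83, 1.61 and 3.28 at points 2 to 6. Among the 24 5′ UTR introns this rise ranked 1, ahead of RPS29A with 3.12 (SE 0.22), a gap smaller than either SE. Among all 255 introns it ranked 21. Both parts of the ratio moved: in LiCl only the CPM of this 5′ UTR intron rose by 1.67 on the log2 scale, and that of the CDS fell by 1.65. Over RP introns the median rise in intron CPM was larger, at 2.28. Over RP genes with an intron the median change in CDS level was smaller, at -0.45. The CDS intron contains SNR44 and had 29595 counts without drug, more than the CDS itself. Its retention rose by 0.43 (SE 0.06), while its CPM fell by 1.22 on the log2 scale.

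The ohnologues RPS9A and RPS9B each carry a CDS intron. In LiCl only, retention of the RPS9A intron (YPL081W, chromosome XVI, 404957 to 405457) rose by 3.18 (SE 0.18), from 0.0672 to 0.607. That of the RPS9B intron (YBR189W, chromosome II, 604515 to 604927) rose by 3.13 (SE 0.16), from 0.0130 to 0.114. In cycloheximide only the changes were -0.48 (SE 0.19) and -0.21 (SE 0.17). RPS22A (YJL190C, chromosome X, 74910 to 75302) has no intron. Of the 4 introns of RPS22B, RPS9A and RPS9B, 4 differed between LiCl only and no drug by Fisher's exact test and 4 had a trend along the isobole in edgeR, whether p was adjusted over these 4 or over all introns. They include the RPS22B CDS intron with SNR44. In LiCl only its own CPM fell by 1.22 on the log2 scale, so its higher ratio came from the fall of the CDS count.

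**Figure D3:**
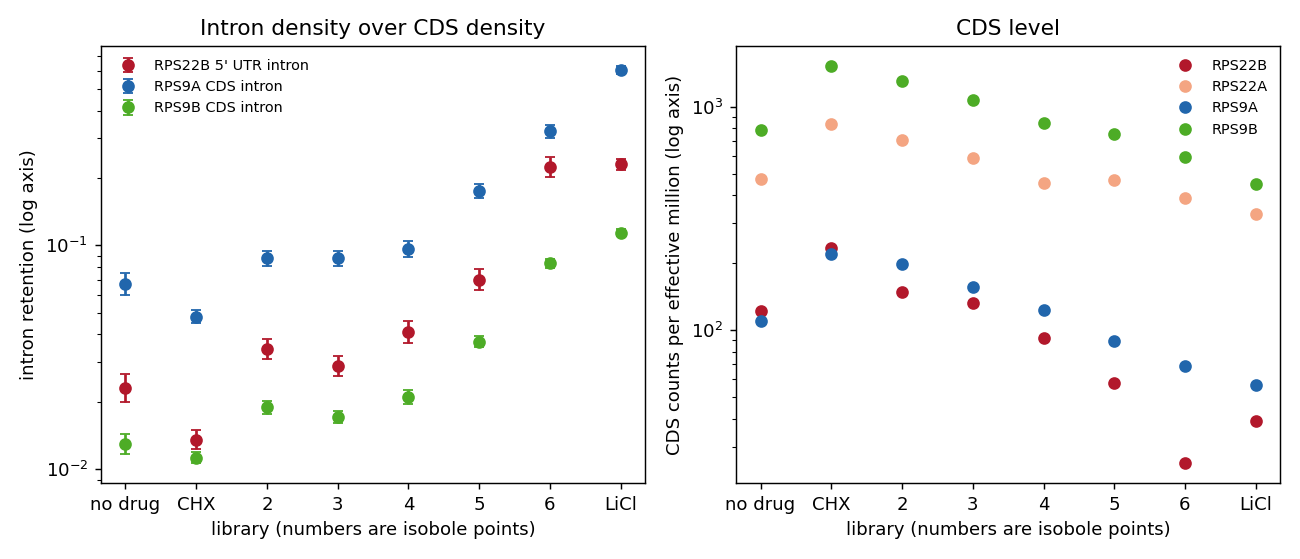
Left, intron retention (log axis) of the RPS22B 5′ UTR intron and the RPS9A and RPS9B CDS introns in the 8 libraries, with bars of 1 counting SE. Right, CDS CPM (log axis) of RPS22B, RPS22A, RPS9A and RPS9B in the same libraries, where RPS22B has 122 without drug, 232 in cycloheximide only and 39.0 in LiCl only.

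CDS levels were compared along the isobole to follow the host transcripts. Of 6498 genes tested with edgeR, 2051 (31.6%) had a slope at an adjusted p under 0.05, 1069 rising and 982 falling. Leaving out the LiCl only library moved this count most, to 837. Among 137 RP genes, 134 fell and 0 rose at an adjusted or unadjusted p under 0.05, with a median slope of -0.17 per point. With scaling by total counts, 133 fell. The RP genes without a significant fall were RPP2B, RPS12 and RPS20, named here after their values were seen, with slopes of -0.02, -0.07 and -0.07. RPS22B, RPS9A, RPS9B and RPS22A had slopes of -0.48, -0.35, -0.29 and -0.22, with edgeR adjusted p of 0.000662, 0.000212, 0.00032 and 0.000592. All 4 passed the threshold whether p was adjusted over these 4 genes or over all genes. Reads shared between RPS22A and RPS22B, and between RPS9A and RPS9B, were counted for both copies.

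The steepest rises in CDS level were those of RNR3 (YIL066C), BSC1 (YDL037C), YER188W, HXT9 (YJL219W) and YER097W, with slopes of 0.50, 0.39, 0.38, 0.37 and 0.36 per point and edgeR adjusted p of 0.00172, 0.0114, 0.0205, 0.00232 and 0.00474. RNR3 (chromosome IX, 238099 to 240708) had 12.1 CPM in cycloheximide only, 167 in LiCl only and 9.51 without drug. In the order named, these genes had 47.1, 15.6, 5.39, 10.1 and 6.80 CPM at point 6. In LiCl only they had 167, 35.0, 20.4, 15.9 and 14.2, so their slopes rest largely on that library. The steepest falls were those of PHO89 (YBR296C), SPL2 (YHR136C), PHO12 (YHR215W), PHO11 (YAR071W) and MET6 (YER091C), with slopes of -0.80, -0.60, -0.56, -0.55 and -0.49 and edgeR adjusted p of 0.0082, 0.00323, 0.00795, 0.00747 and 0.00666. PHO89 (chromosome II, 796798 to 798522) had 235 CPM in cycloheximide only, 7.16 in LiCl only and 89.1 without drug. MET6 (chromosome V, 339864 to 342167) was highest without drug, with 1455 CPM against 571 in cycloheximide only and 48.5 in LiCl only. HXT9 and the pair PHO11 and PHO12 belong to families of similar genes, so their counts are uncertain.

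In LiCl only against no drug, the median log2 change of CDS level was -0.45 for the 101 RP genes with an intron, -0.35 for the 36 RP genes without one and -0.32 for the 153 other genes with an intron, against 0.03 for all 6389 genes compared. Scaling by total counts moves the median of all genes to 0.34. Relative to all genes, the changes were -0.48, -0.38 and -0.35 under both scalings, which had to be equal because the scaling of a library cancels there. In cycloheximide only they were 0.69, 0.60 and -0.04 relative to all genes.

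The change in retention was set against the change in host CDS level, in LiCl only against no drug, to see whether host transcripts fell where retention rose. Across the 255 introns Spearman's rho was -0.283 (95% counting interval -0.320 to -0.205), a description across introns, which are not independent replicates. The CDS count enters both measures. With the change in intron counts in place of the change in retention, rho was 0.0629.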

Values the study reported

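The study reported that ribosomal protein transcripts were the set of genes most affected by the rise in intron retention under LiCl, with a corrected P of 3e-25 in a hypergeometric test. The drug mixtures were reported to hold the relative growth rate near 50%.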

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

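Of the tests in this part, those of scaling and of slower intron removal were chosen only after the result was seen. Introns of tRNA genes and of the U3 RNA genes snR17a and snR17b take no part in the comparisons of protein-coding genes, and in LiCl only their counts, scaled by total CDS counts, stood above the level without drug.

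Introns of the 60 tRNA gene features had 3189.6 counts per 1000000 CDS counts in LiCl only, 2473 without drug and 3218 in cycloheximide only. At points 2 to 6 the values were 2053, 1194, 1547, 1979 and 3064, so that LiCl only was not the highest library. With TMM scaling the log2 change in LiCl only was 0.0637 rather than 0.37 with total counts, so scaling by total counts accounts for most of the difference. Of the 60 introns, 58 are shorter than a 50-base read, so most of their counts come from reads that also cover tRNA exons, and counts there do not measure introns alone. Copies of a tRNA gene share reads, which was not tested for this signal. No biological explanation was tested.

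The intron of snR17a (chromosome XV, 780121 to 780277) had 91.6 counts per 1000000 CDS counts in LiCl only, 29.1 without drug and 56.8 in cycloheximide only. That of snR17b (chromosome XVI, 281374 to 281503) had 15.8 in LiCl only, 8.63 without drug and 20.8 in cycloheximide only. Scaling does not account for the rise, because the log2 change with TMM scaling was 1.35 for snR17a and 0.57 for snR17b, with a mean of 0.96. Reads shared between them do not either, since 0% of the 25-base stretches of these introns are shared. Slower intron removal in LiCl is a candidate explanation: the mean change lies at percentile 41.2 of the changes in intron counts of protein-coding genes, whose central 95% run from -0.80 to 3.29. That range is wide, and the test could separate only a change far outside it. In cycloheximide only the rise was 0.67 for snR17a and 0.97 for snR17b with TMM scaling, so that snR17b rose more there than in LiCl only. Intron counts of protein-coding genes rose there by a median of 0.18, and by 0.35 for RP introns, while their median retention did not rise. A change in U3 transcript level is thus not excluded. Mature U3 was not analysed here.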

How the results depend on the processing

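In all, 141 alternatives were computed, of which 124 kept the direction and the size or the side of the threshold, 15 moved, 1 weakened and 1 reversed. Of the 124, 4 could not change and show no stability: the RP excess with other random lists (in LiCl only and in cycloheximide only), the trend of RP introns with no filter, which leaves the same 102 introns, and the relation of retention and CDS change with total counts.

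The median change in LiCl only against no drug stayed positive under its 9 alternatives. It was 1.45 with no filter on low counts, 2.15 with at least 20 intron and 100 CDS counts, 1.497 with a pseudocount of 2 and 0.35 with pooled counts. Pooled counts without introns that contain an RNA gene, an alternative chosen after seeing the data, gave 1.72, so the low pooled value came from those few introns with very high counts. For LiCl only against cycloheximide only the same alternatives gave 1.41, 2.44, 1.56 and 0.72, CDS introns only gave 1.58, and pooled counts without introns that contain an RNA gene gave 2.28. For cycloheximide only against no drug, pooled counts gave -0.38, and -0.56 without introns that contain an RNA gene. The causes of the other shifts were not tested.

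Between LiCl only and no drug, 148 to 176 introns differed across 6 alternatives, against 177. In both comparisons by Fisher's exact test, the alternatives reuse the same test per intron. They change only the introns kept, the adjustment or the fold limit, and so show little about stability. Between cycloheximide only and no drug, asking for at least a 2-fold change left 21 introns (6 higher, 15 lower) of 53. The RP excess ranged from 1.73 to 1.90 in LiCl only and from -0.38 to -0.31 in cycloheximide only. Its percentile in LiCl only went from 100 to 96.5 when lists were matched on retention without drug.

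The trend of the median along the isobole kept r between 0.916 and 0.984 over 15 alternatives, with exact permutation p from 0.000397 to 0.0111. Leaving out each library in turn gave r from 0.918 to 0.984. For other introns alone, r without point 7 was 0.842 (exact permutation p = 0.05, range over alternatives 0.00317 to 0.05). The introns with a trend numbered 121 to 172 over 14 alternatives, 146 with DESeq2 and 154 with limma. Falling introns, of which there were 0 in the main result, numbered 2 with no filter, 2 with the stricter filter, 2 with DESeq2 and 1 with limma, and 0 to 3 when each library was left out in turn. The genes with a CDS trend numbered 837 to 2222 across the 7 fits that each left out 1 library. The lowest was without LiCl only (351 rising, 486 falling), and the cause was not tested. DESeq2 gave 2148 genes, DESeq2 size factors 2020, total counts 1890 and no filter 2036.

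The relation of retention change to CDS change reversed in sign, from -0.283 to 0.0629, when the change in intron counts was used in place of the change in retention, and the cause was not tested beyond this swap. The rise of the RPS22B 5′ UTR intron was 3.33 and 3.28 with pseudocounts of 0.1 and 2. Against cycloheximide only, which is another comparison, it was 4.08. Depth limits other introns most: their median counting SE in LiCl only against no drug was 0.50, against 0.23 for RP introns, so small changes of single other introns were not detectable.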

Other observations

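Of the tests in this part, those of HAC1, of library orders, of introns that contain RNA genes, of RP genes with and without introns, and of the falls of PHO89 and SPL2 themselves were chosen only after the result was seen.

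The larger rise of RP introns than of other introns (1.81) was set against other properties, by pairing each RP intron with the nearest other intron. Paired on length, the median difference was 2.03 over 102 pairs with 27 distinct other introns. Paired on host CDS counts it was 2.62 over 101 pairs with 26 distinct other introns. Neither pairing removed the excess, within the limit set by these few partners. GC content hardly differs between the groups, with medians of 33.85% and 34.1%, and could not have given the excess, which was 1.66 in pairs matched on it. The 7 introns of single-copy RP genes rose by 2.94, against 2.73 for the 95 introns with a paralog, so reads shared between paralogs do not account for it either. Paired on starting retention, here that in cycloheximide only, the difference was 1.48 over 84 pairs, and the RP intron rose more in 76 of them, but these pairs rest on only 9 distinct other introns. The 3 other introns with a starting retention below percentile 90 of that of RP introns rose by a median of 1.35, against 0.96 for the other 150 and 2.77 for RP introns. These values go against low starting retention as the whole cause, but with so few partners the excess cannot be told apart from it. Among the 153 other introns, the rise was larger where starting retention was lower (Spearman's rho across introns -0.455), against -0.149 among RP introns. Low starting retention may thus be part of what sets the size of the rise, a hypothesis found and tested on the same libraries.

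The rise of median retention in LiCl only was tested against technical explanations. When the counts of LiCl only were thinned to 54.6%, the depth of the library without drug, the median change was 1.68 (range 1.59 to 1.77 over 100 draws). A uniform background such as genomic DNA would add the same density everywhere, but 98.0% of RP introns gained more than the density of the lowest decile of CDS. Among other introns 52.9% did, and for the rest such a background is not excluded. Intron CPM rose by a median of 1.31 on the log2 scale, so a fall of CDS counts alone does not account for the rise. Excised introns that escape degradation would raise intron counts as well, and the counts used here cannot tell them from retained introns. The paper reported, from reads across exon-intron junctions and from polyadenylated RNA, that introns stayed in mature transcripts. Slower splicing by the spliceosome may underlie the rise. The HAC1 intron, which is removed by another enzyme, was at percentile 5.88 of the changes. This is a single intron with a retention of 0.785 without drug, where little room is left to rise, and the test cannot decide.

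Trends along the isobole were refitted with the libraries in other orders. Of 100 orders drawn from 2520, the real one included, 1 gave as many introns with an adjusted edgeR p under 0.05 as the 164 found, and 1 gave as many genes as the 2051 found, in both cases the real order. The largest other counts were 155 introns and 1890 genes, from an order that nearly follows the real one (r = 0.964).

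The introns that contain an RNA gene had a median change of 0.43 in LiCl only, at percentile 1.71 of random lists, and 4 of the 9 fell. Of the 5 introns lower by Fisher's exact test, 4 contain an RNA gene and the other is HAC1. Counts of a stable RNA inside the intron are a candidate explanation of these falls, since they hide the intron itself. For NOG2 the fall came from the CDS count, which was 148 without drug, 1161 in cycloheximide only and 3405 in LiCl only.

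The first bases of the intron were related to the rise. Among other introns, the 44 that do not begin with GTATGT rose by 0.33 and the 102 that do by 1.16. The former lie at percentile 0 of random lists. Among RP introns the medians were 2.76 and 2.78, at percentile 41.4. Whether RP and other introns differ in this respect was not tested. Higher starting retention does not account for the difference, which was -0.88 over 44 pairs matched on it and -0.83 unpaired. Among the 36 of the 44 that begin with GT the median was 0.23, so starts other than GT do not account for it either. A misplaced start that falls on another GT stays in this set and is not excluded. The reason for the difference was not tested further.

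The negative relation of retention change and CDS change may come from the CDS counts shared by both measures, as rho with the change in intron counts was 0.0629. Intron counts also follow the level of the host transcript, so this swap does not isolate the cause. RP genes allow a comparison without that problem. The median change in LiCl only of those with an intron differed by -0.10 from that of those without, at percentile 0.31 of random splits of the 137 genes. This is consistent with a small loss of host transcript through retention. RP genes without an intron fell as well, by most of the same amount, and genes with an intron rose more in cycloheximide only (0.69 against 0.60), where median retention of RP introns was lower (-0.36). A loss through retention would act in the direction of both differences, but whether it could give their size was not tested. Median retention of RP introns was only 0.00713 without drug and 0.00615 in cycloheximide only. A stronger response of intron-containing RP genes to either drug would give both differences and is not excluded.

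The lower median retention of RP introns in cycloheximide only went with a median rise of CDS CPM by 0.74 and of intron CPM by 0.35 on the log2 scale. These values split the ratio into its parts and explain neither of them.

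Paralogous RP introns were no more alike in their change of retention than random pairs. In 46 pairs of ohnologues the median difference within a pair was 0.65, against 0.68 for random pairs, and 38.9% of random pairings were as close. For retention in the 43 pairs without shared 25-base stretches it was 33.1%, which does not tell whether shared intron reads matter, as similarity in retention was absent with all pairs. For the change in intron counts alone, pairs were closer, with a median difference of 0.49 against 0.63 for random pairs, and 3.51% of random pairings were as close. The reason for this was not tested. Of the 46 pairs, 23 differed by more than 2 SE, and 12 by at least 1 on the log2 scale. The RPL36 pair differed most, with 1.86 (SE 0.21) for RPL36A and 5.09 (SE 0.28) for RPL36B, whose introns share 0% of their 25-base stretches.

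Position in the 5′ UTR did not set RP introns apart. The 13 RP introns in 5′ UTRs rose by 2.63 and the 89 in CDS by 2.78, with the former at percentile 22.3 of random lists.

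PHO89, SPL2, PHO12 and PHO11, the 4 steepest falls in CDS level along the isobole, are genes switched on when phosphate is scarce. A list of 11 other genes of that response, drawn up from general knowledge before their slopes were seen, had a median slope of -0.14 per point, at percentile 0.24 of 10000 random lists matched in 20 bins of mean counts (95% of lists between -0.09 and 0.05). Of the 11, 6 fell and 0 rose at an adjusted edgeR p under 0.05, with PHO5 the steepest (-0.39). PHM8 and GIT1 had positive slopes that did not pass the threshold (0.02 and 0.06). Reads shared between PHO11, PHO12 and other copies do not account for the pattern, since PHO89 and SPL2 fell at least as steeply as -0.60. Against no drug, PHO89, SPL2, PHO12 and PHO11 changed by -3.63, -3.17, -3.45 and -3.37 in LiCl only and by 1.40, 1.51, 0.62 and 0.63 in cycloheximide only, on the log2 scale. Within the list, and chosen after their values were seen, PHO5 had 30.7 CPM in LiCl only, 100.2 without drug and 139 in cycloheximide only, while PHO84 had 271, 279 and 572. PHO81, PHM8 and GIT1 were higher in LiCl only (63.1, 89.2 and 4.87 CPM) than without drug (50.3, 67.7 and 2.81). The rest of the list was lower in LiCl only than without drug. The mixtures did not always lie between the ends, as PHO5 had 245.5 and 243.7 CPM at points 2 and 3 and PHO84 had 839 at point 2. For PHO89, SPL2, PHO12 and PHO11 the slopes may thus reflect mostly lower activity under LiCl, as seen between these single libraries, whereas PHO84 hardly differed between LiCl only and no drug.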
